A study of Mus musculus with 12 samples. Its data were reported in "The histone demethylase Phf2 acts as a molecular checkpoint to prevent NAFLD progression during obesity" (2018).

How the data were processed

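Expression had been profiled by the authors in whole liver of male C57BL/6J mice, whose age the labels give as 8 weeks. The study gives 8 weeks as the age at injection of its Phf2 and GFP adenoviruses. The labelled age may therefore be that at injection. Per the labels, an adenovirus carrying GFP or ChREBP had been given through the tail vein, and fed animals were studied 3 weeks after the injection. The series holds 12 samples, 6 per virus, which the labels describe as biological replicates. Total RNA was amplified and biotin-labelled with Nugen reagents and hybridised to Affymetrix mouse gene arrays, 1 array per mouse. The injected dose is not legible enough in the labels to be given here. The species and isoform of the ChREBP construct are not given in the sources used here, nor are scan dates, so no array batch was tested.

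The values used here are the log2 values deposited by the authors. The submitters' processing notes name RMA and Partek without versions. RMA corrects background, applies quantile normalization across arrays and summarises the probes of a transcript by median polish. The array methods of the study describe Phf2 overexpression on another array, and they are taken here only as a guide to the test. Values were on the log2 scale and had not been centred per gene, as seen from array medians between 5.96 and 6.05. Probe intensities and detection calls were not used here, so no gene was called absent. The number of arrays limits the precision.

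The table holds 35556 rows. Of these, 21789 carry 1 gene symbol in the platform annotation, 1621 carry several, and 12146 are not listed there and stayed unnamed. Symbols were updated through the Entrez ID, which matched 21698 of the single-symbol rows in the RefSeq gene table of assembly GRCm38.p6, used for names only. The single-symbol rows cover 19938 genes. A gene with several rows is represented by the brightest over all arrays. No filter on dim genes was applied. Close relatives (the Cyp2b, Cyp2a, Ugt2b, Ces, Orm, Saa and Gst genes) can share probe signal, so the split of a change among them is uncertain.

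Every difference is ChREBP minus GFP on the log2 scale. Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariates) with Benjamini-Hochberg adjustment over the 19938 genes. A gene passed at an adjusted p under 0.05. A second count used a fold of at least 1.5 with an unadjusted p under 0.05. The study states a fold of 1.5 and a p under 0.05 for its own arrays, without saying whether that p was adjusted. Mlxipl was also tested with an exact permutation test over all 924 assignments of the arrays.

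Before the data were examined, 29 pathway lists and 12 cell type marker lists were fixed from textbook knowledge and from processes that the study names. Each list with at least 5 measured genes was tested with camera in limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 41 lists. Because genes of a list can move together for reasons other than the virus, camera was run again with the correlation estimated for each list, which also lowers the degrees of freedom of the test from those of the genes to those of the arrays. Members were counted with the adjustment over all genes and also adjusted over the list alone. The lists overlap, with 41 genes in more than 1 of them.

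The genes named were chosen by a rule, also fixed before the data were examined. It takes Mlxipl, the 10 genes with the largest rise and the 10 with the largest fall among those that passed, up to 4 members of each list with the smallest p, members needed to complete a count, and genes that the study text singles out. Predicted genes, small RNAs and receptor segment genes were counted without being named. The marker lists for adipocytes, further acinar transcripts, further macrophage genes, growth hormone responsive genes and sex chromosome transcripts, and the families grouped by symbol stem, were added after the data were seen.

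The procedure was tested on simulated data, with 200 of the 19938 genes changed between the simulated groups of 6. At an adjusted p under 0.05 it recovered 86.6% of genes changed 1.5-fold, 98.5% of those changed 2-fold and 100% of those changed 4-fold. Unchanged genes made up 2.56% of the calls, and 0 genes were called when none was changed. With 1 of 40 simulated lists raised, 0 of the other simulated lists were called. The 41 lists used here were not simulated, so their rate of false calls is not given by that count.

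The alternatives were a repeated quantile normalization, median centring, leaving out the 25% dimmest genes, the mean of a gene's rows, trended and robust moderation, array weights, the methods' analysis of variance, the replicate number as a block, each array left out, all rows tested, an estimated correlation and a rotation test for lists. After the data were seen, ChREBP 4 and ChREBP 5 were left out together, and so were GFP 6 and ChREBP 6. Group assignment was permuted over 100 of the 462 splits of the arrays into equal groups. An array was taken to stand apart for a gene when its gap to the nearest array of its group exceeded 0.625 of the group's range. Figures were drawn with matplotlib 3.10.9.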

Results

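Liver transcripts were measured in 6 mice given an adenovirus for GFP, the control protein, and 6 mice given an adenovirus for ChREBP, a glucose-responsive transcription factor encoded by Mlxipl. All were fed male C57BL/6J mice, and each liver was read on 1 array. RMA values ran from about 2.43 to 13.7 on the log2 scale, with array medians between 5.96 and 6.05. Arrays of the same group correlated at 0.981 to 0.997, and arrays of different groups at 0.964 to 0.983. The first principal component carried 51.7% of the variance and placed the 6 GFP arrays on one side and the 6 ChREBP arrays on the other.

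The comparison of ChREBP with GFP asks which liver transcripts differ when ChREBP is in excess. Transcripts for glycolysis and lipid droplet storage and the textbook targets of ChREBP were higher in ChREBP livers, and so were transcripts of the cell cycle, the p53 response, the interferon response and chemokines. Male-biased liver transcripts were lower and female-biased ones higher. Mlxipl itself was 9.32 ± 0.23 (SD, n = 6) in GFP livers and 10.89 ± 0.08 (SD, n = 6) in ChREBP livers, a difference of 1.57 (SE 0.09), or 2.98-fold. The exact two-sided permutation test of Mlxipl gave p = 0.00216, the smallest that the 924 assignments can give, and the lowest ChREBP array (10.74) lay above the highest GFP array (9.61). The array does not tell transcript of the vector from that of the mouse gene.

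**Figure D1:**
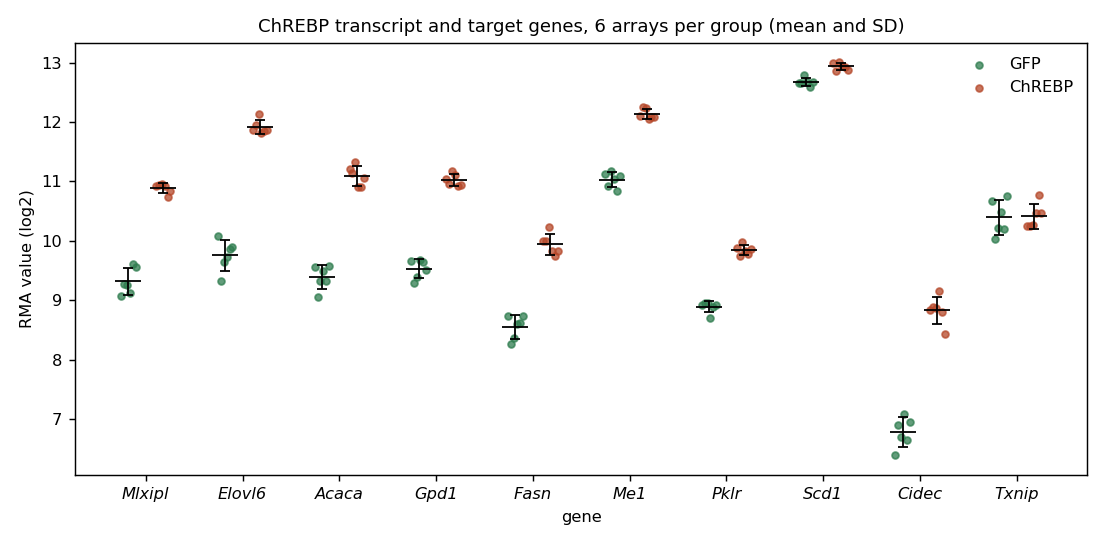
RMA values on the log2 scale of Mlxipl and 9 genes for lipid and sugar metabolism, with 6 GFP arrays (green points) and 6 ChREBP arrays (red points) per gene, and black bars for the mean and SD. Mlxipl, Elovl6, Acaca, Gpd1, Fasn, Me1, Pklr, Cidec and Scd1 lie higher on every ChREBP array than on any GFP array. Txnip, with a difference of 0.01, does not separate.

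Of 19938 genes, 5375 (27.0%) passed limma's test at an adjusted p under 0.05, with 2645 higher and 2730 lower in ChREBP livers. Most of these differences were small, with a median size of 0.32. The split between higher and lower depended on the setting. It was 2364 and 3196 with median centring, 2489 and 3117 with quantile normalization repeated, and 2380 and 2059 with the replicate block. Larger changes went mainly upward. At a fold of at least 1.5 and an unadjusted p under 0.05 there were 1137 genes, 817 higher and 320 lower, and 317 genes rose and 86 fell by at least 2-fold at an adjusted p under 0.05. The 2 groups did not overlap in 3021 genes (15.2%), against 0.216% by chance.

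The largest rise was that of Cyp2b9, a cytochrome P450 found mainly in female liver, from 5.15 ± 0.45 to 11.88 ± 0.11 (SD, n = 6 each), a difference of 6.73 (SE 0.17, adjusted p = 1.35e-11). Its neighbour in sequence Cyp2b13 rose by 4.81, Cyp2a22 by 3.95, the organic anion transporter gene Slc22a27 by 5.22, and Apela, which encodes a peptide ligand of the apelin receptor, by 5.20. Lipn, a lipase gene, rose by 4.05, Tnfrsf23, a decoy receptor gene, by 3.96, Ubd, which encodes a ubiquitin-like protein induced by cytokines, by 3.81, and Mmp12, the macrophage elastase, by 3.70. Spink1, an inhibitor of trypsin made by pancreatic acinar cells and by injured liver, rose by 3.92 (SE 0.45). Its values were 11.11 and 11.03 on ChREBP 4 and ChREBP 5, the arrays with high pancreas transcripts, and 8.48 to 8.97 on the other ChREBP arrays, against at most 6.02 on a GFP array. Without ChREBP 4 and ChREBP 5 the difference in Spink1 was 3.14.

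The largest fall was that of Hsd3b5, a male-specific steroid dehydrogenase gene, from 11.73 ± 0.12 to 5.67 ± 1.26 (SD, n = 6 each), a difference of -6.07 (SE 0.44, adjusted p = 2.94e-07). The lower mean of Cyp2b9 and of Hsd3b5 lay under the median of all values (6.02), and no detection calls were used here, so the sizes and the order of such changes are uncertain. The transporter genes Slco1a1 (-3.92) and Slc22a7 (-2.40), the oxysterol hydroxylase gene Cyp7b1 (-3.14), Adgrf1 (-2.63), Serpina4-ps1 (-2.62), the carboxylesterase gene Ces3b (-2.38), Selenbp2 (-2.13), the macrophage scavenger receptor gene Cd163 (-2.10) and Susd4 (-2.07) followed. On ChREBP 4 Hsd3b5 stood at 8.13, against at most 5.63 on the other ChREBP arrays.

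Genes that ChREBP is known to switch on rose together. Of 20 measured textbook targets 16 rose and 0 fell (17 adjusted over the list alone), among them the fatty acid elongase gene Elovl6 (2.16), Acaca (1.70) for acetyl-CoA carboxylase, Gpd1 (1.49), the fatty acid synthase gene Fasn (1.39), Tkt (1.20), the malic enzyme gene Me1 (1.11), the liver pyruvate kinase gene Pklr (0.96) and the desaturase gene Scd1 (0.26). The other 4, Acacb (0.19), G6pc (0.08), Txnip (0.01) and Slc2a2 (-0.08), did not pass, though Acacb passed without GFP 5 (0.23, adjusted p = 0.0414) or ChREBP 5 (0.23, adjusted p = 0.0486). Acacb also passed without ChREBP 4 and ChREBP 5 (0.27, adjusted p = 0.0278) and with array weights (0.22, adjusted p = 0.0453). The list was called by camera at an adjusted p of 7.46e-15, and at an adjusted p = 0.0283 with an estimated correlation. In glycolysis and fructose entry 8 of 12 genes rose, with Pkm (1.23), Aldoa (0.96) and Khk (0.41) beside Pklr, and 1 fell, Aldoc (-0.91), with 10 adjusted over the list alone (adjusted p = 6.76e-05, and adjusted p = 0.0286 with an estimated correlation). De novo lipogenesis and desaturation had 10 of 16 genes higher, led by Scd2 (2.34), and 1 lower, Fads1 (-0.31), with 12 adjusted over the list alone. That list was called at an adjusted p of 5.03e-09 but not with an estimated correlation (adjusted p = 0.0683 with an estimated correlation).

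Other branches of sugar metabolism moved both ways. In the pentose phosphate pathway Pgd (1.78), Tkt, Taldo1 (0.67) and Rpia (0.62) rose while H6pd (-0.55), Prps1 (-0.33) and Rpe (-0.27) fell, so that 7 of 8 passed in either count and the list was not called (adjusted p = 0.114). G6pdx, the first enzyme gene of the pathway, was not analysed here. In gluconeogenesis the pyruvate carboxylase gene Pcx rose (0.61), and Pck1 (-0.76), Tat (-0.63) and Gpt (-0.39) fell among 10 genes, with 5 adjusted over the list alone and no call (adjusted p = 0.653).

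Lipid storage genes were higher. In triglyceride synthesis and lipid droplets 16 of 23 genes rose, with the droplet protein genes Cidea (3.15), Cidec (2.05) and Plin2 (0.47), Mogat1 (2.71), the lipase gene Pnpla2 (0.93) and its inhibitor G0s2 (1.15), while Dgat2 (-0.21) and Lpin2 (-0.31) fell, 18 in all adjusted over the list alone (adjusted p = 9.71e-10, and adjusted p = 0.0325 with an estimated correlation). Of 11 genes of the PPARgamma steatosis program 10 rose, including Pparg (1.21), 10 adjusted over the list alone (adjusted p = 2.47e-10, and adjusted p = 0.0283 with an estimated correlation). The 11th, Adipoq, is an adipocyte gene and did not differ (-0.04), yet it ranged from 5.01 to 9.02 between arrays and was above 8 on GFP 4, GFP 6 and ChREBP 6.

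Fatty acid handling was mixed. In uptake and activation 7 of 14 genes rose, led by Cd36 (1.99) and Vldlr (1.49), and 3 fell, among them Acsm1 (-0.94) and Slc27a5 (-0.70), with 11 adjusted over the list alone (adjusted p = 0.0841, 0.0445 without GFP 4, and 0.000149 by the rotation test). In VLDL assembly Apoa4 (1.58), Pltp (0.80), Tm6sf2 (0.37) and Mttp (0.32) rose while Ces3a (-1.30) and Apob (-0.20) fell among 11 genes, with 7 adjusted over the list alone (adjusted p = 0.129). Among 20 genes of fatty acid oxidation and PPARalpha 10 rose, with Vnn1 (1.98), Cyp4a14 (1.51), Crat (1.00) and Acaa1b (0.73), and 1 fell, Acaa2 (-0.25), with 13 adjusted over the list alone. Camera called that list at an adjusted p of 0.000222 but not with an estimated correlation (adjusted p = 0.243 with an estimated correlation).

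Sterol genes were lower. Of 18 genes of cholesterol synthesis 15 fell and 0 rose, including Msmo1 (-0.99), Tm7sf2 (-0.86), Hsd17b7 (-0.74) and Stard4 (-0.51), with 18 adjusted over the list alone, 17 of them lower (adjusted p = 2.50e-09, and adjusted p = 0.122 with an estimated correlation). In bile acid synthesis and transport 11 of 16 genes fell, with Slco1a1, Cyp7b1, Cyp27a1 (-0.70) and Slc27a5, while Cyp7a1 (0.60), the rate-limiting enzyme of bile acid synthesis, and Abcb4 (0.32) rose, with 13 adjusted over the list alone (adjusted p = 3.63e-05, and adjusted p = 0.139 with an estimated correlation). Cyp7a1 did not pass without GFP 5 (0.56, adjusted p = 0.0517) or ChREBP 6 (0.52, adjusted p = 0.0518). The Cyp7a1 call was also lost without ChREBP 4 and ChREBP 5 (0.45, adjusted p = 0.0897), without GFP 6 and ChREBP 6 (0.48, adjusted p = 0.0885), or with the analysis of variance (adjusted p = 0.0576). Among 15 genes of xenobiotic metabolism 4 rose, with Cyp2b10 (2.01), Abcc4 (1.95) and Gstm3 (1.04), and 6 fell, with Ces2a (-1.33) and Cyp1a2 (-1.05), 11 in all adjusted over the list alone, and the list was not called (adjusted p = 0.617).

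Part of the antioxidant program was higher. Of 24 Nrf2 target genes 14 rose and 0 fell, including Cbr3 (3.16), Slc7a11 (3.13) for the cystine transporter, Nqo1 (1.83), Cbr1 (1.34), Nfe2l2 itself (0.81) and Sqstm1 (0.24), while Gclc (-0.01) did not pass, with 14 adjusted over the list alone. The list was called at an adjusted p of 1.26e-11 but not with an estimated correlation (adjusted p = 0.101 with an estimated correlation). Keap1, the inhibitor of Nrf2, had a difference of 0.09 and did not pass. In serine, glycine and glutathione synthesis Slc7a11 and Gss (0.31) rose and 5 of 13 genes fell, with Cbs (-0.77), Shmt2 (-0.58) and Shmt1 (-0.49), 8 in all adjusted over the list alone (adjusted p = 0.653). Phgdh in this list had a difference of 0.22 (adjusted p = 0.0756) and passed without GFP 2 (0.25, adjusted p = 0.0482) or without ChREBP 1 (0.28, adjusted p = 0.0115). Among 13 enzymes against reactive oxygen Gpx3 (0.98), Sod3 (0.50) and Gpx4 (0.45) rose and Prdx4 (-0.72), Cat (-0.21) and Sod2 (-0.18) fell, with Gpx1 at -0.10 (adjusted p = 0.0709), 8 adjusted over the list alone and no call (adjusted p = 0.919). Gpx3 did not pass without GFP 1, GFP 2, GFP 3, GFP 5 or ChREBP 6 (0.88 to 0.97, adjusted p from 0.0514 to 0.0664), with trended moderation (adjusted p = 0.0627) or with the analysis of variance (adjusted p = 0.0708). Gpx1 passed as lower with median centring (-0.12, adjusted p = 0.0475), trended moderation (adjusted p = 0.00790) and the analysis of variance (adjusted p = 0.00991). In the mitochondrial respiratory chain 3 of 20 genes rose, Ndufv1 (0.33), Ndufb8 (0.17) and Atp5o (0.15), and Cox5a (-0.12) fell, with 4 adjusted over the list alone and no call (adjusted p = 0.886). Cox5a did not pass without any 1 of GFP 1 to GFP 5, ChREBP 5 or ChREBP 6 (-0.10 to -0.13, adjusted p from 0.0522 to 0.0803). It was also lost with the replicate block (adjusted p = 0.0933), without ChREBP 4 and ChREBP 5 (-0.10, adjusted p = 0.115) and without GFP 6 and ChREBP 6 (adjusted p = 0.0630). Ndufb8 did not pass with median centring (0.15, adjusted p = 0.0564) and, like Atp5o, neither with the replicate block (adjusted p = 0.0570 and 0.0641) nor without GFP 6 and ChREBP 6 (adjusted p = 0.0714 and 0.0686).

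Stress and growth programs followed. Of 16 HIF1alpha targets 7 rose, with Hk2 (2.07), Ankrd37 (0.64), Ndrg1 (0.39) and Pdk1 (0.28), and 0 fell, 8 adjusted over the list alone (adjusted p = 0.00912, and adjusted p = 0.0746 with an estimated correlation). In the unfolded protein and amino acid stress response 7 of 14 genes fell, including the chaperone genes Creld2 (-0.97), Sdf2l1 (-0.84) and Pdia4 (-0.64) and the transcription factor gene Xbp1 (-0.41), while Atf3 (0.65), Ddit3 (0.43) and Trib3 (0.25) rose, with 12 adjusted over the list alone. That list was called at an adjusted p of 0.0429, was lost without GFP 4 (adjusted p = 0.0619), ChREBP 2 (adjusted p = 0.0623) or GFP 6 and ChREBP 6 (adjusted p = 0.0513) and with median centring (adjusted p = 0.0686), and had an adjusted p = 0.243 with an estimated correlation. Of 9 p53 targets 6 rose, with Eda2r (1.47), Ccng1 (1.10), Mdm2 (0.92) and Sesn2 (0.62), and 0 fell, 8 adjusted over the list alone (adjusted p = 1.29e-07, and adjusted p = 0.0283 with an estimated correlation). All 21 measured cell cycle genes rose in either count, by 0.31 to 1.99, including Top2a (1.99), Cdk1 (1.65), Birc5 (1.61) and the replication gene Mcm6 (1.24) (adjusted p = 2.16e-23, and adjusted p = 0.0283 with an estimated correlation).

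Immune transcripts were higher, together with markers of some immune cells. Of 20 genes for pro-inflammatory cytokines and chemokines 13 rose, with Ccl5 (1.89), Cxcl10 (1.68), Cxcl2 (1.21) and Ccl2 (1.07) (adjusted p = 5.39e-09, and adjusted p = 0.0283 with an estimated correlation). Adjusted over the list alone 14 passed, 13 higher and 1 lower, Nos2 (-0.185). Tnf (0.18) and Il6 (-0.16) did not pass, though Il6 passed without ChREBP 5 (-0.20, adjusted p = 0.0443). Il1b rose by 0.54 (adjusted p = 0.0298) but did not pass without GFP 2 (0.42, adjusted p = 0.0530), GFP 3 (0.47, adjusted p = 0.0666), ChREBP 2 (0.52, adjusted p = 0.0579), ChREBP 3 (0.46, adjusted p = 0.0680) or ChREBP 5 (0.53, adjusted p = 0.0502). The Il1b call was also lost with the replicate block (adjusted p = 0.0677), the analysis of variance (adjusted p = 0.0675) or without GFP 6 and ChREBP 6 (0.55, adjusted p = 0.0651). In the interferon response 15 of 20 genes rose, with Usp18 (1.94), Gbp3 (1.47), Ifit3 (1.06) and Oasl2 (1.00), 18 adjusted over the list alone (adjusted p = 5.25e-15, and adjusted p = 0.0309 with an estimated correlation). Of 15 T and NK cell markers 11 rose, led by Gzma (1.85), Cd3g (1.07) and Nkg7 (0.99), 11 adjusted over the list alone (adjusted p = 2.30e-05, and adjusted p = 0.101 with an estimated correlation).

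Macrophage markers parted. Of 15 Kupffer cell and macrophage markers 8 rose, among them Gpnmb (2.17), Cd14 (1.45), Cd5l (0.83), Cd68 (0.74) and Adgre1 (0.63), while Timd4 (-1.59), Clec4f (-0.41), Marco (-0.35) and Vsig4 (-0.21) fell, with 15 adjusted over the list alone (adjusted p = 0.00312, and adjusted p = 0.192 with an estimated correlation). Marco did not pass without GFP 1, GFP 2, GFP 3, GFP 4, ChREBP 1, ChREBP 3 or ChREBP 5 (-0.27 to -0.35, adjusted p from 0.0615 to 0.0960). Vsig4 did not pass without GFP 1, GFP 2, GFP 3, GFP 5, ChREBP 1, ChREBP 4, ChREBP 5 or ChREBP 6 (-0.19 to -0.21, adjusted p from 0.0530 to 0.0702). Both were also lost with the replicate block (adjusted p = 0.0812 and 0.0539), Marco with the analysis of variance (adjusted p = 0.0835), and Vsig4 without ChREBP 4 and ChREBP 5 (-0.16, adjusted p = 0.134). None of 10 B and plasma cell markers (adjusted p = 0.919) or 11 neutrophil markers (adjusted p = 0.230) passed in either count. Under other settings some did. Csf3r, a neutrophil gene, passed without GFP 1 (0.23, adjusted p = 0.0102) or GFP 3 (0.20, adjusted p = 0.0470) and with quantile normalization repeated (0.21, adjusted p = 0.0478). Pax5, a B cell gene, passed without GFP 3 (-0.20, adjusted p = 0.0379), and Jchain, a plasma cell gene, passed with the replicate block (0.54, adjusted p = 0.00659) and without GFP 6 and ChREBP 6 (0.46, adjusted p = 0.0209). Of 13 liver endothelial markers 1 rose, Lyve1 (0.57), 1 adjusted over the list alone (adjusted p = 0.933). The median of the endothelial list relative to the GFP mean ran from -0.34 on ChREBP 4 to 0.32 on ChREBP 5. Oit3 in this list (-0.31, adjusted p = 0.0561) passed as lower without ChREBP 3 (-0.36, adjusted p = 0.0433), ChREBP 6 (-0.36, adjusted p = 0.0358) or GFP 6 and ChREBP 6 (-0.38, adjusted p = 0.0460). It also passed with quantile normalization repeated, median centring, dim genes left out or trended moderation (-0.31 to -0.37, adjusted p from 0.0196 to 0.0490). Of 8 cholangiocyte markers 4 rose, Prom1 (0.99), Cldn7 (0.53), Epcam (0.52) and Cftr (0.40), 4 adjusted over the list alone (adjusted p = 0.00553, and adjusted p = 0.192 with an estimated correlation). Of 8 erythroid markers Tfrc (0.71) rose and Alas2 (-1.43), Car1 (-1.42) and Hemgn (-0.18) fell, with 5 adjusted over the list alone (adjusted p = 0.0860). Cldn7 did not pass without any 1 of GFP 1 to GFP 5, ChREBP 4 or ChREBP 5 (0.41 to 0.54, adjusted p from 0.0518 to 0.0696). Its call was also lost with quantile normalization repeated (0.48, adjusted p = 0.0507), array weights (0.39, adjusted p = 0.0666), the analysis of variance (adjusted p = 0.0759) and the replicate block (adjusted p = 0.0501). Hemgn did not pass without GFP 1, GFP 3, GFP 5, ChREBP 1, ChREBP 3 or ChREBP 4 (-0.15 to -0.18, adjusted p from 0.0506 to 0.0642), nor with the replicate block (adjusted p = 0.0781) or without ChREBP 4 and ChREBP 5 (adjusted p = 0.0680). Relative to the GFP mean, the median of the cholangiocyte markers was 0.66 on ChREBP 4 and 1.00 on ChREBP 5, against 0.17 to 0.41 on the other ChREBP arrays and 0.41 on GFP 6. Without ChREBP 4 and ChREBP 5, Cldn7 (0.25, adjusted p = 0.0774) and Epcam (0.38, adjusted p = 0.0558) did not pass, while Prom1 (0.90) and Cftr (0.45) did and the list was called (adjusted p = 0.0423).

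Matrix genes were mixed. In fibrosis 5 of 16 genes rose, with Mmp13 (1.69), Timp1 (0.59) and Tgfb1 (0.43), and Fn1 fell (-0.31), 6 adjusted over the list alone (adjusted p = 0.00258, and adjusted p = 0.265 with an estimated correlation), while the collagen gene Col1a1 (0.11) and Acta2 (0.46) did not pass. The fibrosis median relative to the GFP mean was 0.28, 0.27 and 0.25 on ChREBP 4, ChREBP 5 and ChREBP 6. Those arrays had high pancreas or Adipoq signal. The fibrosis median was 0.10, 0.03 and 0.06 on ChREBP 1, ChREBP 2 and ChREBP 3 and 0.23 on GFP 6. It did not follow these signals on every array. It was -0.08 on GFP 4, with Adipoq at 8.52, and low on ChREBP 2, with a pancreas marker median of 1.20. Of 11 stellate cell markers Lum (0.80), Rgs5 (0.44) and Pdgfrb (0.25) rose and Hhip (-0.77) and Reln (-0.36) fell, with 8 adjusted over the list alone (adjusted p = 0.0860). That list was called without GFP 6 (adjusted p = 0.0359) and without GFP 6 and ChREBP 6 (adjusted p = 0.0450). It was also called with the replicate block (adjusted p = 0.0284) and by the rotation test (adjusted p = 0.0366). With an estimated correlation it was not called (adjusted p = 0.294). Pdgfrb did not pass without GFP 1, GFP 2, GFP 3, GFP 5, ChREBP 1, ChREBP 5 or ChREBP 6 (0.22 to 0.25, adjusted p from 0.0610 to 0.0774). Its call was also lost with quantile normalization repeated (0.21, adjusted p = 0.0659), the analysis of variance (adjusted p = 0.0601), the replicate block (adjusted p = 0.0516) or without ChREBP 4 and ChREBP 5 (adjusted p = 0.0571). Acute phase genes split, with Orm3 (2.75), Lcn2 (2.66) and Orm2 (1.93) among 5 that rose and Apcs (-0.97) among 7 that fell, 12 of 19 adjusted over the list alone and no call (adjusted p = 0.777).

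Sex-biased liver genes moved in opposite directions. All 11 measured male-biased genes fell in either count, by a median of -2.07 (adjusted p = 3.48e-12, and adjusted p = 0.0286 with an estimated correlation). Of 9 female-biased genes 8 rose in either count, with Cyp2b9, Cyp2b13, Cyp17a1 (2.66) and Abcd2 (1.85), and Cux2 (-0.10) did not pass, though it passed as lower without GFP 1 (-0.14, adjusted p = 0.0318) and with quantile normalization repeated (-0.13, adjusted p = 0.0477). The list was called higher (adjusted p = 2.50e-09, and adjusted p = 0.0283 with an estimated correlation).

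**Figure D2:**
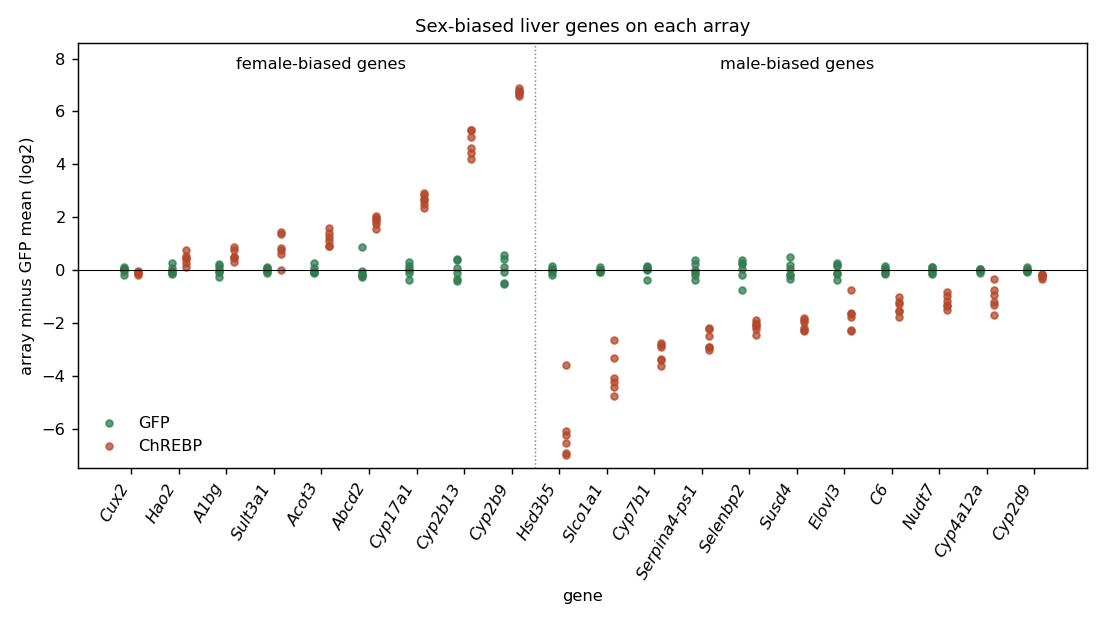
Value of each array minus the mean of the 6 GFP arrays, on the log2 scale, for 9 female-biased genes (left) and 11 male-biased genes (right), with 6 GFP arrays in green and 6 ChREBP arrays in red. Differences span from 6.73 for Cyp2b9 to -6.07 for Hsd3b5, and ChREBP 4 is the red point of Hsd3b5 nearest to the GFP arrays.

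Hepatocyte markers fell slightly. Of 12 general markers 10 fell, by a median over the list of -0.21, with Hpd (-0.54), Tdo2 (-0.33) and Apoa1 (-0.27), 10 adjusted over the list alone (adjusted p = 4.03e-05, and adjusted p = 0.192 with an estimated correlation). Of 9 periportal markers 6 fell, led by Hal (-0.94), 6 adjusted over the list alone (adjusted p = 0.00259, and adjusted p = 0.156 with an estimated correlation). Of 11 pericentral markers 7 fell, with Cyp1a2 and Slc1a2 (-0.71), and Tbx3 rose (0.42), 8 adjusted over the list alone. The pericentral list was called at an adjusted p of 0.0366 (adjusted p = 0.386 with an estimated correlation) and was lost without GFP 2 (adjusted p = 0.0501), GFP 4 (0.0619), ChREBP 2 (0.0623), ChREBP 4 (0.0567) or ChREBP 4 and ChREBP 5 (0.0812). It was also lost with array weights (0.0567) or the replicate block (0.0567). Clock genes moved both ways, with Bhlhe41 (1.39) among 5 that rose and Nfil3 (-0.77), Cry1 (-0.41) and Clock (-0.32) among 4 that fell, 10 of 15 adjusted over the list alone and no call (adjusted p = 0.712).

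Few genes in the list of ChREBP partners and KDM7 histone demethylases were lower. Of its 12 genes 3 fell, Arid5b (-0.78), the demethylase gene Phf8 (-0.47) and Hnf4a (-0.33). The study describes Arid5b as a coactivator partner of Phf2. The list was not called (adjusted p = 0.288). Adjusted over the list alone 5 passed, 4 lower and 1 higher, Hcfc1 (0.22). Phf8 did not pass without GFP 6 and ChREBP 6 (-0.41, adjusted p = 0.0544). Kdm7a (-0.20, adjusted p = 0.0512) passed as lower without GFP 2 (-0.25, adjusted p = 0.0108) or ChREBP 3 (-0.23, adjusted p = 0.0399), and also with quantile normalization repeated, median centring, dim genes left out, array weights or the replicate block (-0.20 to -0.24, adjusted p from 0.00891 to 0.0473). Phf2, the demethylase that the study centres on, was 7.41 ± 0.09 in GFP livers and 7.29 ± 0.11 in ChREBP livers (SD, n = 6 each), a difference of -0.12 (SE 0.06, adjusted p = 0.150). With quantile normalization repeated, the Phf2 difference was -0.18 (adjusted p = 0.0424).

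Transcripts of the exocrine pancreas were present on some ChREBP arrays. Relative to the GFP mean, the median of 8 markers was 6.50 on ChREBP 4, 6.32 on ChREBP 5, 1.20 on ChREBP 2 and 0.42 on ChREBP 6, and -0.07 and -0.06 on ChREBP 1 and ChREBP 3. Of the 8, Cpb1 passed (3.69, SE 1.22, adjusted p = 0.0388), with 0 adjusted over the list alone, and the list was called at an adjusted p of 0.00991 (adjusted p = 0.451 with an estimated correlation). Cpb1 was at most 4.56 on a GFP array and reached 12.21 on ChREBP 4. Its call was lost without ChREBP 4 (2.86, adjusted p = 0.0683), ChREBP 5 (2.88, adjusted p = 0.0711), ChREBP 2 (3.62, adjusted p = 0.0676) or any 1 of the GFP arrays (3.65 to 3.72, adjusted p from 0.0585 to 0.0647). Without ChREBP 4 and ChREBP 5 together the Cpb1 difference was 1.65 (adjusted p = 0.0730). Cpb1 did not pass with trended moderation (adjusted p = 0.0812), array weights (2.75, adjusted p = 0.0805), the analysis of variance (adjusted p = 0.0854) or without GFP 6 and ChREBP 6 (adjusted p = 0.0629). Ctrb1, another of the 8, passed without ChREBP 1 (3.71, adjusted p = 0.0377) or ChREBP 3 (3.66, adjusted p = 0.0438). Without ChREBP 4 and ChREBP 5, 4973 genes passed at an adjusted p under 0.05, 4412 of them also among the 5375 found with all arrays.

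**Figure D3:**
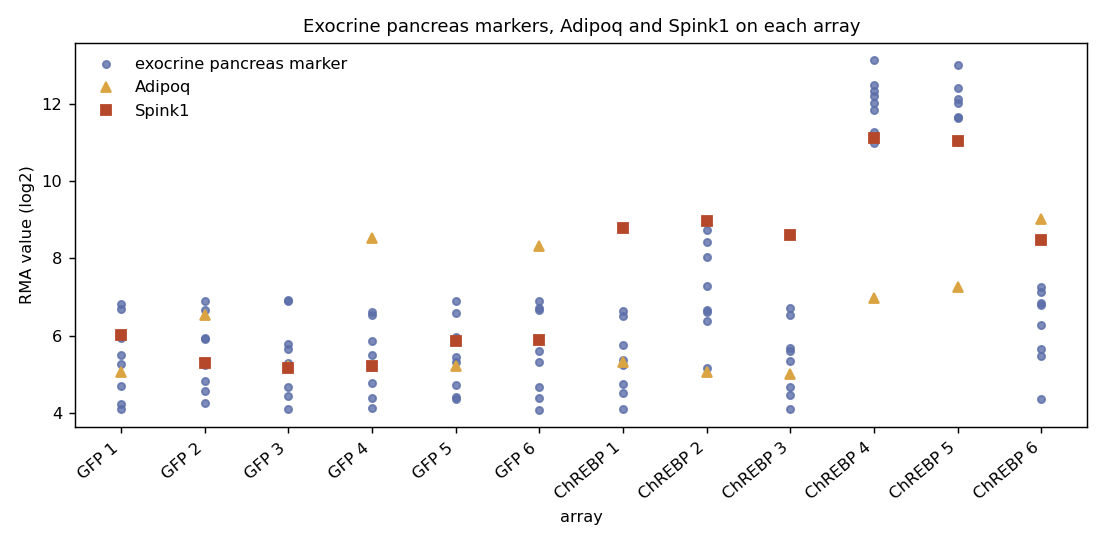
RMA values on the log2 scale of 8 exocrine pancreas markers (blue circles), Adipoq (yellow triangles) and Spink1 (red squares) on each of the 12 arrays. The markers reach 11 to 13.1 on ChREBP 4 and ChREBP 5, and Adipoq exceeds 8 on GFP 4, GFP 6 and ChREBP 6.

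Camera called 25 of the 41 lists, 18 higher and 7 lower. With an estimated correlation 10 were called, 9 higher (textbook targets, glycolysis, triglyceride and droplet genes, PPARgamma program, p53, cell cycle, cytokines and chemokines, interferon, female-biased) and 1 lower (male-biased). The rotation test, which takes each list by itself, called 31. It added the lists of the pentose phosphate pathway (adjusted p = 1.33e-05), erythroid markers (1.53e-05), VLDL assembly (0.000134), fatty acid uptake (0.000149), xenobiotic metabolism (0.00596), ChREBP partners (0.0112) and stellate markers (0.0366), and did not call the exocrine pancreas list (0.0989). The median, the mean and the test differed in sign for 6 lists that camera did not call, those of xenobiotic metabolism, serine and glutathione synthesis, reactive oxygen enzymes, respiratory chain, acute phase and endothelial markers.

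**Figure D4:**
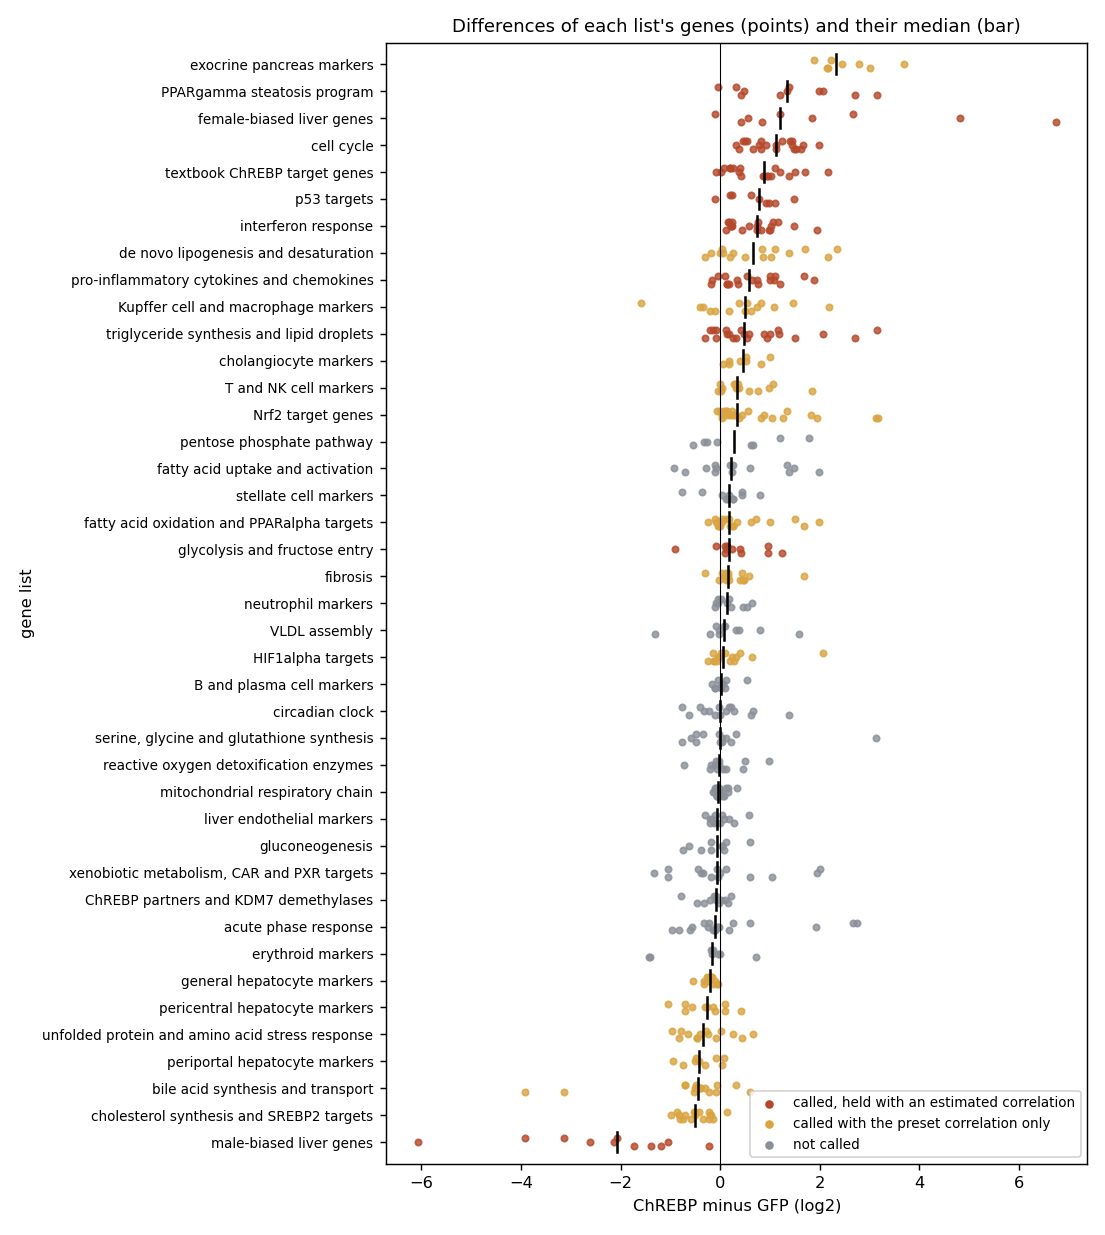
Differences of ChREBP minus GFP on the log2 scale for the members (points) of 41 gene lists, sorted by their median (black bar). Red marks the 10 lists called with both the preset and the estimated correlation, yellow the lists called with the preset correlation only, and grey those not called.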

Values the study reported

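For a different comparison, Phf2 overexpression in mouse liver, the study reported 921 genes past a fold of 1.5 and a p under 0.05. It stated that 49.94% of the genes targeted by ChREBP were raised by Phf2 overexpression, and that 74% of promoters bound by ChREBP were also bound by Phf2. These values concern Phf2. The main text of the study does not say how the genes targeted by ChREBP were defined, and the supplementary figure it cites was not used here. Whether the ChREBP arrays analysed here entered the 49.94% is therefore not known from the sources used here.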

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

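The test of the pancreas markers on ChREBP 1 and ChREBP 3 was chosen after the result was seen, and the test of further acinar transcripts was set before their values were looked at. Exocrine pancreas markers were high on ChREBP 4 and ChREBP 5, where Cpb1 reached 12.21 and 12.13, and lower but present on ChREBP 2 and ChREBP 6. An effect of ChREBP on these genes in every mouse is argued against, since on ChREBP 1 and ChREBP 3, with Mlxipl at 10.92 and 10.96, the median of the 8 markers was -0.10 relative to the GFP mean. Pancreatic tissue taken along with those livers may be the source. The median rise of 14 further acinar transcripts on ChREBP 4 and ChREBP 5 over the other 10 arrays was 5.90. Of the 14, 12 were more than 1 higher, and Reg1, Sycn and Zg16 stood at 12.2 to 12.7 on both. Ptf1a (5.37 and 5.05) and Rbpjl (6.15 and 6.22) were not, against at most 5.22 and 6.15 on the other arrays. Of the 8 markers, 0 belong to another list, and 2 lay above the median of all values (6.02) in GFP livers.

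Among 242 genes, 484 sets of 6 arrays were searched for an array far from the others, and 34 sets had one, where chance, at 1 in 20, gives about 24.2. The number given for each is the gap to the nearest array divided by the range of the group. In the GFP group GFP 3 was high for Abcd2 (0.812) and low for Ces3b (0.706), Cyp7b1 (0.671), Gbp9 (0.733), Mmp8 (0.700), Phf2 (0.716) and Tfrc (0.769). GFP 6 was high for Anxa2 (0.685), Ctrb1 (0.676), Epcam (0.691) and Jchain (0.801) and low for Hsd3b2 (0.694), Tm7sf2 (0.642) and Vsig4 (0.640). GFP 1 was high for Reln (0.707) and Sqstm1 (0.702) and low for Ankrd37 (0.628). GFP 2 was low for Abcb4 (0.627), Cd3g (0.733), Hnf4a (0.697) and Lpin2 (0.715). GFP 4 was high for Gstm3 (0.644) and low for Pklr (0.706), and GFP 5 was high for Cxcl2 (0.690). In the ChREBP group ChREBP 4 was high for Crat (0.674) and Hsd3b5 (0.741), where it stood at 8.13 against 5.63 for the nearest array. ChREBP 5 was high for Cyp2b10 (0.635), Gpx3 (0.686) and Lyve1 (0.626) and low for Pdk1 (0.637). ChREBP 2 was high for Birc5 (0.721) and Cd68 (0.845), ChREBP 6 was high for Fabp4 (0.627), and ChREBP 1 was low for Pax5 (0.630).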

How the results depend on the processing

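Leaving out ChREBP 4 and ChREBP 5, or GFP 6 and ChREBP 6, was chosen after the data were seen, and all other alternatives were chosen before. The counts of genes stayed within 1.5 times of the reported ones under every alternative run. Across leaving out each array, the count at an adjusted p under 0.05 ran from 4656 to 5632, the count at a fold of 1.5 from 1074 to 1201, the Mlxipl difference from 1.52 to 1.63, and the number of lists called from 23 to 26. Under the other planned settings for genes the first count ran from 4439 to 5844 and the second from 1086 to 1154, while testing all rows gave 6200 and 1536. Without ChREBP 4 and ChREBP 5 the counts were 4973 and 1080, with 24 lists. Without GFP 6 and ChREBP 6 they were 4680 and 1242, with 25 lists. With the correlation estimated for each list, a setting that also changes the reference distribution of the test, 10 lists were called in place of 25, and the cause was not tested. The rotation test of each list by itself gave 31. Of 41 lists, 37 kept their call under every alternative with the preset correlation. Of 241 named genes, 214 kept theirs under every alternative in which they were tested. Leaving out dim genes kept 231 of the 241. No list or named gene reversed. Of 6 pairs of same-numbered arrays, GFP 6 and ChREBP 6 deviated together (r = 0.25) and correlated best with each other, while r ran from -0.06 to 0.10 in the other 5 pairs. The number was therefore not used as a pairing. With the replicate block, 4439 genes passed at an adjusted p under 0.05, 1154 at a fold of 1.5, and 25 lists were called. The RMA values give no measure of signal over background, so changes of dim genes are least certain.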

Other observations

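The families grouped by symbol stem, the comparison of T and NK cell with endothelial markers, the comparison without Cyp2b genes and the adipocyte markers were chosen after results were seen, and the splits for the estimated correlation were added once those for the preset correlation were known, before their own outcome was seen. Families of genes also moved, though several share members with the fixed lists (Acot3, Gbp3, Ces2a and Hsd3b5 among them) and are no independent evidence. Of 302 families with at least 8 measured genes, camera called 24, of which 19 were higher and 5 lower, and 0 with an estimated correlation. Acyl-CoA thioesterase genes were higher, with 11 of 13 Acot genes, among them Acot3 (1.19), Acot9 (1.12) and Acot2 (0.76) (adjusted p = 7.36e-07, and adjusted p = 0.290 with an estimated correlation). Of 20 tumour necrosis factor receptor genes 9 rose, with Tnfrsf23 (3.96), Tnfrsf22 (2.74), the death receptor gene Tnfrsf10b (1.26) and Tnfrsf12a (1.14) (adjusted p = 0.00150, and adjusted p = 0.290 with an estimated correlation). Of 12 annexin genes 7 rose, with Anxa2 (1.94) and Anxa5 (0.80) (adjusted p = 0.00238, and adjusted p = 0.524 with an estimated correlation). Also higher were 7 of 8 guanylate-binding protein genes (Gbp3 at 1.47, Gbp9 at 1.05, adjusted p = 2.81e-06, and adjusted p = 0.290 with an estimated correlation) and 7 of 10 Toll-like receptor genes (Tlr1 at 1.10, Tlr13 at 1.00, adjusted p = 1.68e-05, and adjusted p = 0.199 with an estimated correlation).

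The 5 families called lower included the glucuronosyltransferase, carboxylesterase and hydroxysteroid dehydrogenase genes, which were tested singly and not as a joint theme. Of 11 glucuronosyltransferase genes 8 fell, with Ugt2b38 (-1.69) and Ugt2b1 (-1.64) (adjusted p = 6.26e-05, and adjusted p = 0.486 with an estimated correlation). Of 16 carboxylesterase genes 10 fell, with Ces3b (-2.38), Ces2a (-1.33) and Ces4a (-1.11), and Ces2e rose (0.67) (adjusted p = 0.000584, and adjusted p = 0.342 with an estimated correlation). Of 19 hydroxysteroid dehydrogenase genes 1 rose and 11 fell, with Hsd3b5 (-6.07), Hsd3b2 (-1.09) and the glucocorticoid-activating Hsd11b1 (-0.83). That family was called by camera at an adjusted p of 0.00383 (adjusted p = 0.290 with an estimated correlation). Probe signal shared within the Ugt2b, Ces and Hsd3b groups leaves the split among their members uncertain.

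In the sex-biased pattern, 11 male-biased genes fell and 8 of 9 female-biased genes rose in ChREBP livers. Female mice among the ChREBP samples are argued against, since the highest Xist value on a ChREBP array lay at -0.14 relative to the highest on a GFP array. Signal shared between Cyp2b9 and its relatives is argued against as the whole pattern, since the 7 female-biased genes left without Cyp2b9 and Cyp2b13 had a median of 0.83 and were still called (adjusted p = 1.39e-05, and adjusted p = 0.0470 with an estimated correlation). Lower growth hormone signalling may account for the pattern as a hypothesis, since Igf1 (-0.50), Cish (-0.37) and Ghr (-0.53), genes raised by that hormone, all fell, with a median of -0.50. No hormone level was analysed here, so the cause stays open.

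In the immune pattern, T and NK cell and chemokine genes were higher in ChREBP livers and macrophage markers went both ways (8 of 15 higher, 4 lower), with no call for the T and NK cell (adjusted p = 0.101) and macrophage (adjusted p = 0.192) lists when the correlation was estimated. A lower share of hepatocytes as the whole cause is argued against, since it would raise all other cell types alike. T and NK cell markers lay above liver endothelial markers by 0.40 in their medians (0.34 against -0.06, two-sided permutation test of the genes, p = 0.000660). That test takes genes as independent, although markers of a cell type can move together (estimated correlations 0.20 and 0.17). Its p therefore does not measure variation between mice. The endothelial median ran from -0.34 on ChREBP 4 to 0.32 on ChREBP 5. It lay under the T and NK cell median on every ChREBP array, but only narrowly on ChREBP 5 (0.32 against 0.36). Fewer resident and more recruited macrophages stay open. Further genes of recruited macrophages lay above further genes of resident Kupffer cells by 0.47 in their medians (1.00 against 0.54, permutation p = 0.0145), with 8 of 9 and 9 of 12 higher. The same limit applies to this p, which also came from permuting genes. Because the resident set rose too, and genes such as C1qa (0.49) can be made by both kinds of cell, these values do not decide the matter.

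The adipocyte transcript Adipoq differed between arrays without following the groups. It was 8.52 on GFP 4, 8.32 on GFP 6, 9.02 on ChREBP 6, 7.25 on ChREBP 5, 6.97 on ChREBP 4 and 6.54 on GFP 2, and at most 5.32 on the others, while Lep ranged from 4.58 to 5.18 and Plin1 from 6.08 to 6.75. Retn was highest on GFP 4 (6.89), ChREBP 6 (6.58) and GFP 6 (6.45), and among GFP arrays Fabp4 was 10.10 on GFP 4 and 9.49 on GFP 6 against at most 8.63 on the others. Plin1 was lower in ChREBP livers (-0.22, adjusted p = 0.0380), but not without GFP 2, GFP 3, GFP 4, GFP 6, ChREBP 1, ChREBP 3 or ChREBP 5 (-0.17 to -0.23, adjusted p from 0.0549 to 0.0773). Its call was also lost with the analysis of variance (adjusted p = 0.0592), without ChREBP 4 and ChREBP 5 (-0.24, adjusted p = 0.0515) and without GFP 6 and ChREBP 6 (-0.24, adjusted p = 0.0545).

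Chance can be excluded for the counts of genes. Among 100 splits of the arrays into groups of 6, only the real split, 1 of them, reached 5375 genes at an adjusted p under 0.05, and the highest of the others called 1. Likewise 1 split, the real one, reached 1137 genes at a fold of 1.5 and p under 0.05, where the highest of the others called 640. For lists called by camera with the preset correlation, 2 splits including the real one reached 25, and the median of the others was 13. With an estimated correlation, 1 split, the real one, reached 10 lists, and the highest of the others called 0. A split that leaves most ChREBP arrays in the same group keeps part of the real difference. The list counts of the other splits are therefore no pure measure of chance. They cannot tell how many of the 25 calls with the preset correlation chance alone would give.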
